# Translatome and transcriptome analysis of TMA20 (MCT-1) and TMA64 (eIF2D) knockout yeast strains

**DOI:** 10.1016/j.dib.2019.103701

**Published:** 2019-02-02

**Authors:** Desislava S. Makeeva, Andrey S. Lando, Aleksandra Anisimova, Artyom A. Egorov, Maria D. Logacheva, Alexey A. Penin, Dmitry E. Andreev, Pavel G. Sinitcyn, Ilya M. Terenin, Ivan N. Shatsky, Ivan V. Kulakovskiy, Sergey E. Dmitriev

## Abstract

TMA20 (MCT-1), TMA22 (DENR) and TMA64 (eIF2D) are eukaryotic translation factors involved in ribosome recycling and re-initiation. They operate with P-site bound tRNA in post-termination or (re-)initiation translation complexes, thus participating in the removal of 40S ribosomal subunit from mRNA stop codons after termination and controlling translation re-initiation on mRNAs with upstream open reading frames (uORFs), as well as *de novo* initiation on some specific mRNAs. Here we report ribosomal profiling data of *S.cerevisiae* strains with individual deletions of *TMA20*, *TMA64* or both *TMA20* and *TMA64* genes. We provide RNA-Seq and Ribo-Seq data from yeast strains grown in the rich YPD or minimal SD medium. We illustrate our data by plotting differential distribution of ribosomal-bound mRNA fragments throughout uORFs in 5′-untranslated region (5′ UTR) of GCN4 mRNA and on mRNA transcripts encoded in MAT locus in the mutant and wild-type strains, thus providing a basis for investigation of the role of these factors in the stress response, mating and sporulation. We also document a shift of transcription start site of the *APC4* gene which occurs when the neighboring *TMA64* gene is replaced by the standard G418-resistance cassette used for the creation of the Yeast Deletion Library. This shift results in dramatic deregulation of the *APC4* gene expression, as revealed by our Ribo-Seq data, which can be probably used to explain strong genetic interactions of *TMA64* with genes involved in the cell cycle and mitotic checkpoints. Raw RNA-Seq and Ribo-Seq data as well as all gene counts are available in NCBI Gene Expression Omnibus (GEO) repository under GEO accession GSE122039 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122039).

**Specifications table**

**Table:** 

Subject area	Biology
More specific subject area	Protein Synthesis, Translational Control, Ribosome, Bioinformatics, Transcriptomics, Translatomics
Type of data	Table and figures
How data was acquired	Ribosome profiling and RNA-Seq of wild-type or knockout yeast strains were performed. Sequences were obtained using Illumina HiSeq. 2000.
Data format	Raw and analyzed
Experimental factors	*Saccharomyces cerevisiae* BY4741 wild-type strain and BY4741-based strains with TMA20, TMA64 or both TMA20 and TMA64 knockouts were maintained in rich (YPD) or minimal (SD) media.
Experimental features	In the mid-log exponential phase, yeast cells were pretreated with cycloheximide and collected. cDNA libraries of ribosome-bound mRNA and total mRNA from wild-type and knockout strains were performed as described previously [1]. Sequenced reads were trimmed, read mapping and counting was performed.
Data source location	Moscow State University (Moscow, Russia)
Data accessibility	Analyzed data is presented in the article. Raw RNA-Seq and Ribo-Seq data as well as all gene counts are available in NCBI Gene Expression Omnibus (GEO) repository under GEO accession GSE122039 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122039).
Related research article	N/A

**Value of the data**

• The data provides a gene expression landscape of yeast strains lacking TMA20 and/or TMA64 proteins, which are orthologous to mammalian translation factors MCT-1 and eIF2D, thus expanding our knowledge about individual functional roles of these two translation factors in a living cell.
• An abnormal translation of the MATa2 mRNA derived from the MAT locus of MATa yeast strain is detected, which can be used for explanation of sporulation defects previously detected in the TMA64 deletion strain.
• Quantitative Ribo-Seq data provides essential information of translational changes in the knockout strains including altered uORFs translation in 5’ UTR of mRNA encoding important transcription regulator GCN4, thus providing a basis for investigating the role of these proteins in the stress response.
• The RNA-Seq data highlights transcription abnormalities within the *APC4* gene locus, caused by replacement of the adjacent *TMA64* gene by the standard G418 or HYG resistance cassettes commonly used for generating gene deletions, which can be probably used to explain previously observed strong genetic interactions of *TMA64* with genes involved in the cell cycle and mitotic checkpoints.
• The deep sequenced Ribo-Seq and RNA-Seq are applicable for detailed bioinformatics analysis of translation events, such as prediction of alternative open reading frames.

## 1 Data

In this study we present ribosome profiling data generated from the wild-type BY4741 *S.cerevisiae* strain and strains lacking translation factors TMA20 (MCT-1), TMA64 (eIF2D) or both of them at the same time. 

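All strains derive from BY4741, a laboratory strain of mating type a. Δtma20 and Δtma64 each lack 1 gene, and ΔΔtma20tma64 lacks both. Cells were grown in YPD or in SD. According to the paper SD held complete amino acid supplementation, while the sample labels give yeast nitrogen base without amino acids and name no supplement. RNA-Seq measured mRNA isolated on oligo(dT) beads. Ribo-Seq measured the mRNA fragments that ribosomes protect from RNase I, so its counts for a gene follow both the amount of mRNA and its translation. A portion of each of 9 lysates went to each assay, which gave 18 libraries. wt in YPD had 2 biological replicates (WT1 and WT2), and every other strain had 1 lysate per medium. Thus 4 lysates lacked TMA20 and 5 had it, and 4 lysates lacked TMA64 and 5 had it.
The authors mapped the trimmed reads to the R64-1-1 assembly and counted uniquely mapped reads per gene. The deposited values are raw counts, and the counts on the strand of the gene were used here. Over the 6713 annotated open reading frames, a library held 5608491 to 11388027 counts in RNA-Seq (median 9789698) and 1668588 to 23532664 in Ribo-Seq (median 6589096). The shallowest Ribo-Seq libraries were Δtma20 in SD and wt in SD (2337313 counts). Genes with enough counts under edgeR's expression filter (minimum count 10) were tested, which left 5966 genes in RNA-Seq and 5369 in Ribo-Seq. Counts were normalized by TMM and compared with edgeR's quasi-likelihood test, and p-values were adjusted by Benjamini-Hochberg. Loss of TMA20 was tested with the TMA64 genotype and the medium as further terms, and loss of TMA64 in the same model. Translation efficiency, the ratio of Ribo-Seq to RNA-Seq, was tested in 5935 genes as the interaction of assay and deletion over all 18 libraries. The mutant strains have no replicate within a medium, so the p-values rest on the spread that remains between lysates of different strains and media. Normalized values are given as edgeR's CPM, computed with a prior count of 2.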

Information on all performed experiments is shown in Table 1. Raw Ribo-Seq and RNA-Seq data are available online in the NCBI Gene Expression Omnibus repository (GEO accession: GSE122039, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122039). Supplementary Table S1 and Supplementary Figure S1 contain analyzed NGS data, as described below. Examples of differentially translated and transcribed genes in wild-type and knockout strains are presented in Fig. 1, Fig. 2, Fig. 3.

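In Ribo-Seq, 85 of 5369 genes were higher and 127 lower without TMA20 at an adjusted p under 0.05 from edgeR. Among genes with an average log2 CPM of at least 3, the largest rise was that of RLI1, the ATPase that splits ribosomes after termination (log2 fold change 1.23, standard error 0.0953, adjusted p = 8.60e-06 from edgeR's quasi-likelihood test). RLI1 (YDR091C, chromosome IV of R64 from 626708 to 628534, reverse strand) stood at 524 ± 75.8 CPM (SD, n = 4 lysates) without TMA20 and at 224 ± 28.3 CPM (SD, n = 5) with it (exact two-sided permutation test, p = 0.00794, the smallest p that 4 lysates against 5 allow). The permutation test takes no account of strain or medium. It counts the lysates of Δtma20 and ΔΔtma20tma64 as 4 replicates of the deletion. FRE7, a copper-regulated metal reductase, rose by 1.06 on the log2 scale and NIP100, a dynactin subunit, by 0.84. The largest falls among these genes, apart from TMA20 itself, were those of DUR12 (urea amidolyase, log2 fold change −1.51) and PDH1 (propionate metabolism, −1.50). HOL1, a transporter of the plasma membrane, also fell (−0.78, adjusted p = 0.00608 from edgeR).
In RNA-Seq, 3 genes rose and 2 fell without TMA20 with edgeR (600 at an unadjusted p under 0.05), while DESeq2 called 29 higher and 23 lower. In place of TMA20, WT1, Δtma64 in SD and both ΔΔtma20tma64 lysates were also split from the rest. With edgeR this split gave 399 genes in RNA-Seq and 34 in translation efficiency. In the model of TMA64 loss it gave 2 and 4. The 5 genes from edgeR were YOL153C (log2 fold change 1.16), the maltose permease MAL31 (0.88), YRO2 (a plasma membrane protein, −0.66), TMA20 and YFL065C. YFL065C (4.54) was named after its values were seen and is uncertain, since 7.09% of its windows of 28 nt occur once in the genome. RLI1 mRNA had a log2 fold change of 0.30 (adjusted p = 0.289 from edgeR) and stood at 209 ± 59.1 CPM (SD, n = 4) against 173 ± 28.9 CPM (SD, n = 5; exact permutation test, p = 0.317).
In translation efficiency, RLI1 rose (log2 fold change 0.93, standard error 0.137, adjusted p = 0.00985 from edgeR) and HOL1 (−0.85), SBH2 (a subunit of the endoplasmic reticulum translocon, −0.68) and VAR1 (a mitochondrial ribosomal protein, −4.30) fell. The fall of VAR1 rests on 0 to 43 footprint counts per library, and its translation efficiency was 0.337 ± 0.265 (SD, n = 4 lysates) without TMA20 and 1.76 ± 2.29 (SD, n = 5) with it, highest in Δtma64 in SD (log2 difference −1.74, exact permutation test, p = 0.135). VAR1 lies in the mitochondrial genome. Whether oligo(dT) beads recover its mRNA as they do nuclear mRNA was not tested, so its ratio may not measure translation. Every lysate left out in turn kept the Ribo-Seq calls of RLI1, DUR12, PDH1 and HOL1. FRE7 lost its call without Δtma64 in YPD (adjusted p = 0.0673 from edgeR) or ΔΔtma20tma64 in YPD (adjusted p = 0.0752) and NIP100 without Δtma20 in YPD (adjusted p = 0.0638) or Δtma64 in SD (adjusted p = 0.0681), over ranges of 4.06e-04 to 0.0752 and 0.00401 to 0.152. The call of RLI1 in translation efficiency ended without WT2, wt in SD, Δtma20 in YPD, Δtma64 in SD or ΔΔtma20tma64 in SD (adjusted p = 0.0548, 0.0947, 0.0691, 0.0778 and 0.0679 from edgeR, in a range of 1.86e-06 to 0.948 over all alternatives). In RNA-Seq MAL31 lost its call without Δtma20 in YPD (adjusted p = 0.119 from edgeR) or ΔΔtma20tma64 in YPD (adjusted p = 0.0556, range 1.52e-09 to 0.424), and YRO2 in 7 of 9 omissions, those of WT1 and Δtma64 in SD excepted (range 4.24e-06 to 0.999). With the lysate as a block, HOL1 (adjusted p = 0.0634 from edgeR) and VAR1 (adjusted p = 0.0661) lost theirs. HOL1 also lost it in 7 of 9 omissions, those of WT1 and Δtma20 in YPD excepted (range 9.21e-04 to 1.00), and VAR1 in 6, those of WT1, Δtma20 in SD and ΔΔtma20tma64 in YPD excepted (range 0.0172 to 0.960). Among the 9 omissions SBH2 kept its call only in that of WT1 (range 1.91e-04 to 1.00).
The Ribo-Seq count of 212 genes was 114 without Δtma20 in YPD, 56 without Δtma20 in SD, 69 without Δtma64 in YPD, 65 without Δtma64 in SD and 67 without ΔΔtma20tma64 in YPD. The RNA-Seq count of 5 was 11 without WT1 and 3 without Δtma20 in YPD, Δtma20 in SD or ΔΔtma20tma64 in YPD. The 4 genes in translation efficiency became 7 without WT1, 1 without WT2, 2 without Δtma20 in SD, Δtma64 in YPD or ΔΔtma20tma64 in YPD, and 0 without wt in SD, Δtma64 in SD or ΔΔtma20tma64 in SD.

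**Figure D1:**
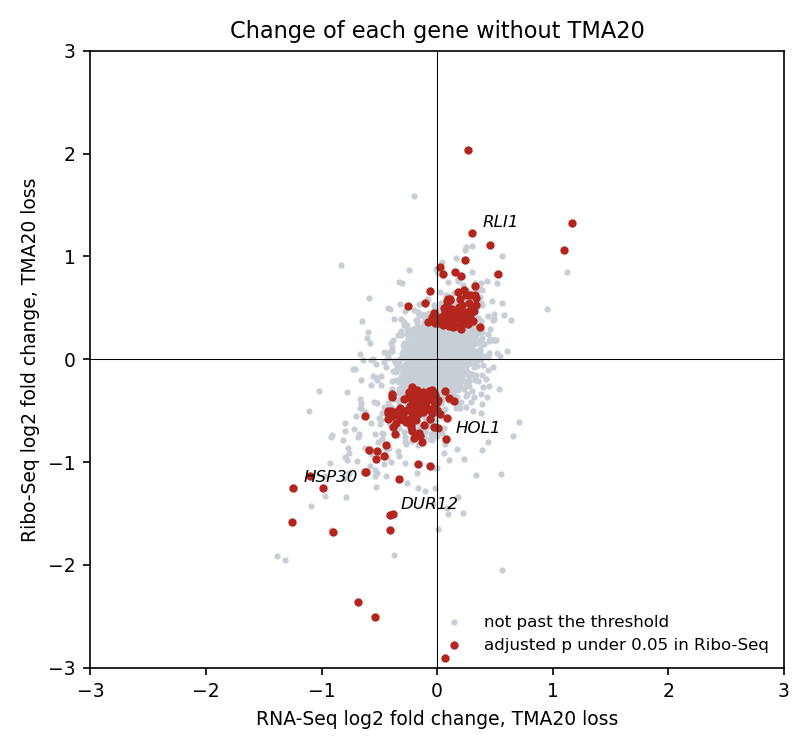
Log2 fold change without TMA20 in RNA-Seq (x axis) and in Ribo-Seq (y axis) for the 5365 genes tested in both assays that lie within the axes, with 1 gene outside them and TMA20 left out. Coloured points are the 210 of these genes with an adjusted p under 0.05 in Ribo-Seq.

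**Figure D2:**
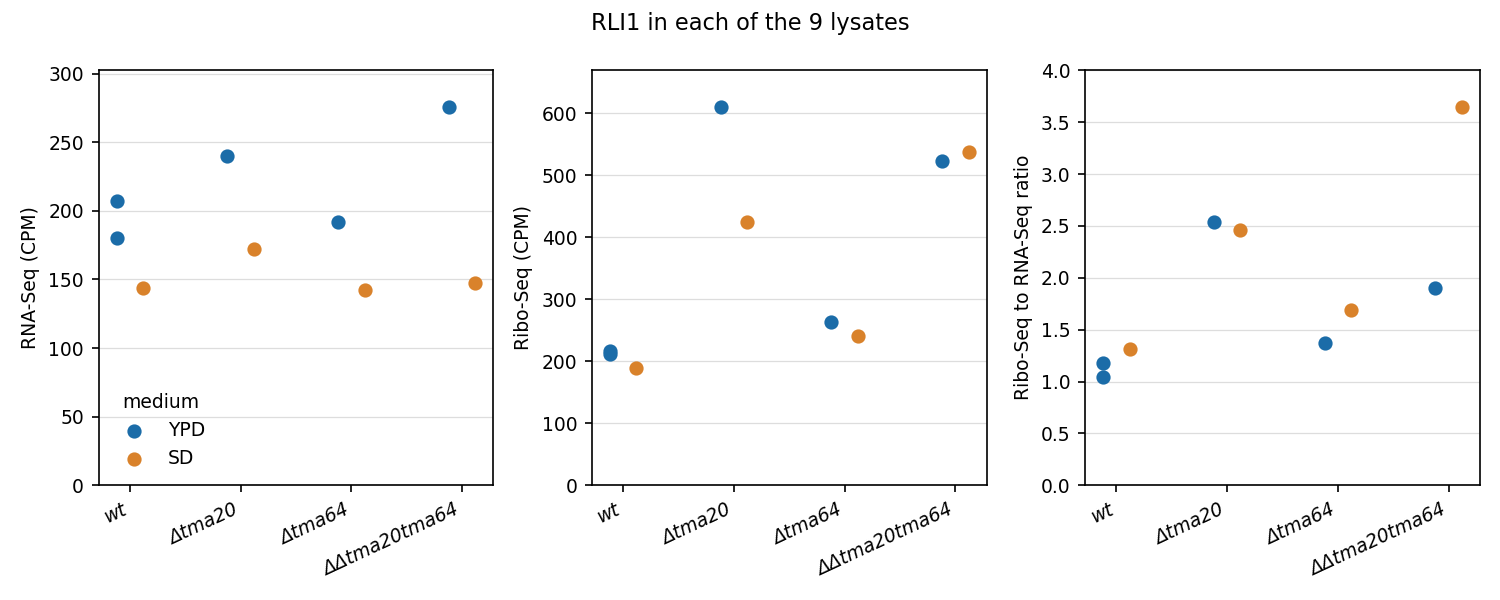
CPM of RLI1 without a prior count in each lysate by strain and medium (blue, YPD; orange, SD), in RNA-Seq (left) and Ribo-Seq (middle), and their ratio (right). In Ribo-Seq the 4 lysates without TMA20 lie above the 5 with it.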

**Table 1:** Summary of datasets obtained in the study.

Sample	Sample name	Yeast strain name	Yeast strain genotype	Growth media	Sample type
1	wt1_ribo	wt	*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0*	YPD	Ribo-Seq
2	wt1_rna			YPD	RNA-Seq
3	wt2_ribo			YPD	Ribo-Seq
4	wt2_rna			YPD	RNA-Seq
5	wt_sd_ribo			SD	Ribo-Seq
6	wt_sd_rna			SD	RNA-Seq
7	tma20_ribo	Δtma20	*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 tma20Δ:KanMX4*	YPD	RiboSeq
8	tma20_rna			YPD	RNA-Seq
9	tma20_sd_ribo			SD	Ribo-Seq
10	tma20_sd_rna			SD	RNA-Seq
11	tma64_ribo	Δtma64	*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 tma64Δ:KanMX4*	YPD	Ribo-Seq
12	tma64_rna			YPD	RNA-Seq
13	tma64_sd_ribo			SD	Ribo-Seq
14	tma64_sd_rna			SD	RNA-Seq
15	tma20tma64_ribo	Δtma20Δtma64	*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 tma64Δ:HygMX4 tma20Δ:KanMX4*	YPD	Ribo-Seq
16	tma20tma64_rna			YPD	RNA-Seq
17	tma20tma64_sd_ribo			SD	Ribo-Seq
18	tma20tma64_sd_rna			SD	RNA-Seq

**Fig. 1:**
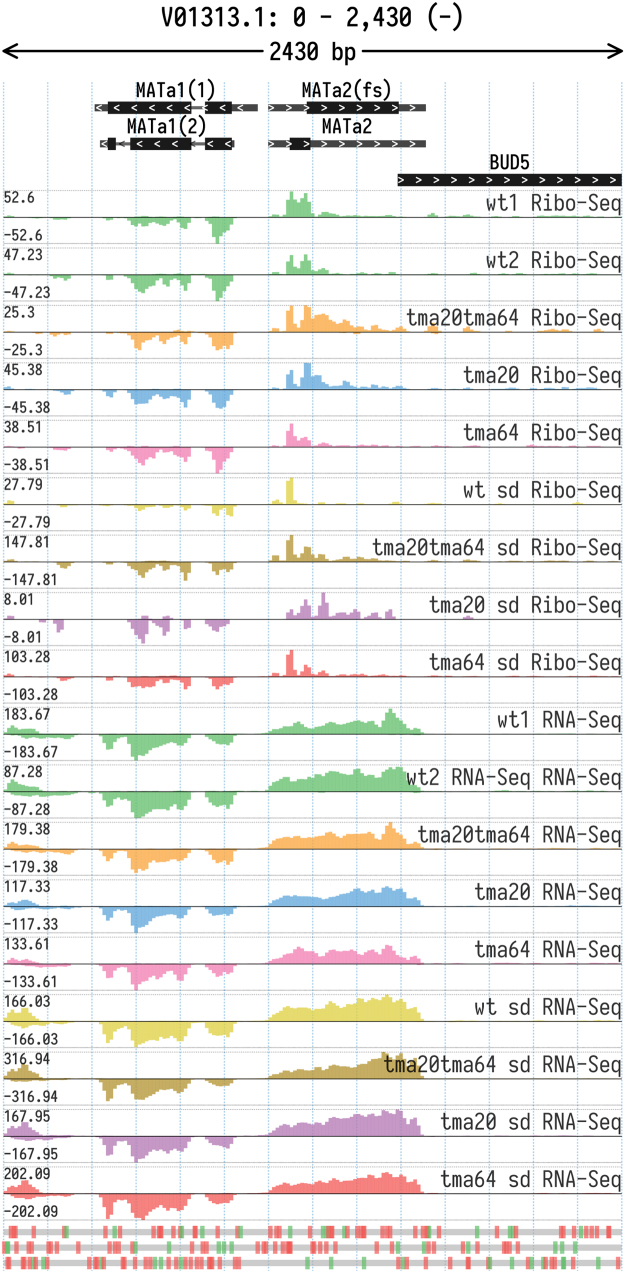
Ribo-Seq and RNA-Seq coverage of MATa locus in the studied yeast strains. According to Ribo-Seq signals, MATa2-2 ORF is probably translated in mutant strains. The Y axis tracks show total read coverage (positive and negative values correspond to the coverage of the direct and reverse complementary strands respectively).

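Counts per gene cover the silent cassette HMRA, which carries the same a1 and a2 coding sequences as the MATa locus, because the reference genome holds MATα at its mating-type locus. HMRA1 (YCR097W, chromosome III of R64 from 293835 to 294321, forward strand, 3 coding exons), the gene of the a1 repressor, was counted in every library. Its footprints stood at 25.1 ± 5.50 CPM (SD, n = 4 lysates) without TMA20 and at 35.4 ± 7.43 CPM (SD, n = 5) with it (exact two-sided permutation test, p = 0.0476). In the model with medium and TMA64 this was a log2 fold change of −0.42 (standard error 0.127, adjusted p = 0.0793 from edgeR), which did not pass. Without WT1 it passed (−0.48, adjusted p = 0.0375 from edgeR). HMRA1 mRNA stood at 152 ± 35.4 CPM without TMA20 and 144 ± 13.6 CPM with it (log2 fold change 0.02, adjusted p = 0.956 from edgeR).
HMRA2 (YCR096C, from 293179 to 293538 on the reverse strand of the same chromosome), the gene of a2, had 0 counts in every library except RNA-Seq of ΔΔtma20tma64 in SD, with 1. None of its windows of 28 nt occurs once in R64, and multimapping reads were not counted, so these counts do not measure a2. The authors remapped the reads to a MATa sequence for Fig. 1, and that coverage was not analysed here.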

**Fig. 2:**
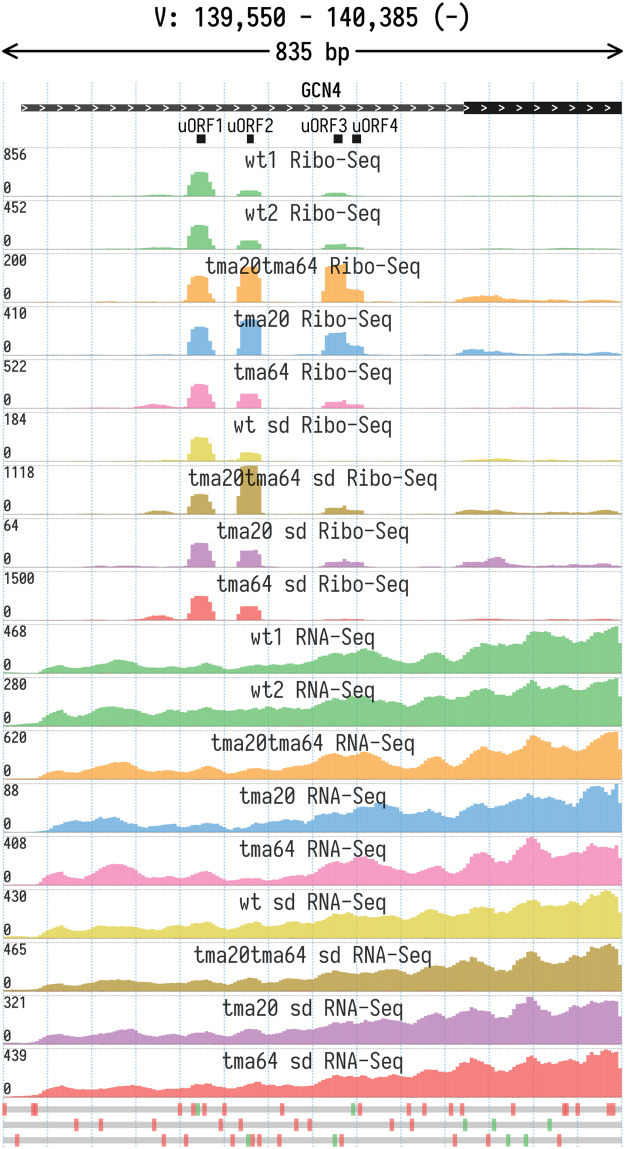
Ribo-Seq and RNA-Seq coverage of the 5′ UTR of the yeast GCN4 gene. Ribo-Seq profiles show ribosome occupancy at different uORFs that regulate translation of the main coding region. The Y axis tracks show total read coverage (positive and negative values correspond to the coverage of the forward and reverse complementary strands respectively).

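GCN4 (YEL009C) lies on the reverse strand of chromosome V of R64 from 138918 to 139763. Its uORFs run from 140113 to 140124 (uORF 1, ATGGCTTGCTAA), from 140048 to 140056 (uORF 2, ATGTGTTAA), from 139928 to 139939 (uORF 3, ATGTACCCGTAG) and from 139903 to 139914 (uORF 4, ATGTTTCCGTAA). Counts per gene hold only footprints on the coding region. On that region, footprints without TMA20 were 2.19 times those with it in YPD and 1.02 times in SD. edgeR's log2 interaction of TMA20 loss with the medium was −1.16 (standard error 0.202, adjusted p = 0.0234).
In YPD the coding region had 31.5 CPM (WT1), 28.1 (WT2), 28.8 (Δtma64), 69.1 (Δtma20) and 60.8 (ΔΔtma20tma64), given without a prior count. In SD it had 99.1 CPM in wt, 104 in Δtma20, 72.8 in Δtma64 and 72.3 in ΔΔtma20tma64. Over both media GCN4 footprints stood at 76.8 ± 19.0 CPM (SD, n = 4 lysates) without TMA20 and at 52.3 ± 32.3 CPM (SD, n = 5) with it (exact two-sided permutation test, p = 0.143). The log2 fold change for TMA20 loss was 0.65 (adjusted p = 0.166 from edgeR), and for TMA64 loss −0.25 (adjusted p = 0.920). The interaction lost its call without WT2 (adjusted p = 0.0650), wt in SD (0.170), Δtma20 in YPD (0.143), Δtma64 in SD (0.0912), ΔΔtma20tma64 in YPD (0.169) or ΔΔtma20tma64 in SD (0.727), over an adjusted p range of 0.00156 to 0.727 from edgeR and DESeq2 across its alternatives. The TMA20 difference passed in YPD alone (1.16), without ΔΔtma20tma64 in SD (0.86) and with DESeq2 (0.66).

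**Figure D3:**
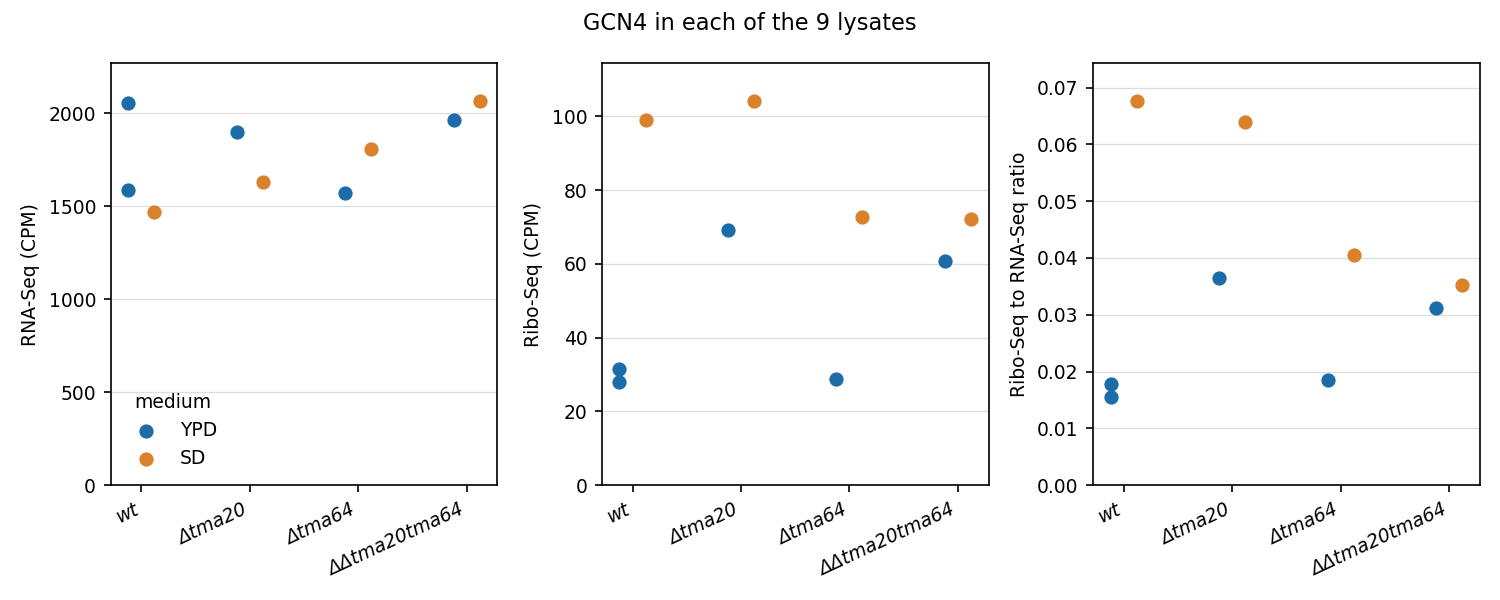
CPM of the GCN4 coding region without a prior count in each lysate by strain and medium (blue, YPD; orange, SD), in RNA-Seq (left) and Ribo-Seq (middle), and their ratio (right). In YPD the Ribo-Seq values of Δtma20 and ΔΔtma20tma64 lie above those of WT1, WT2 and Δtma64.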

**Fig. 3:**
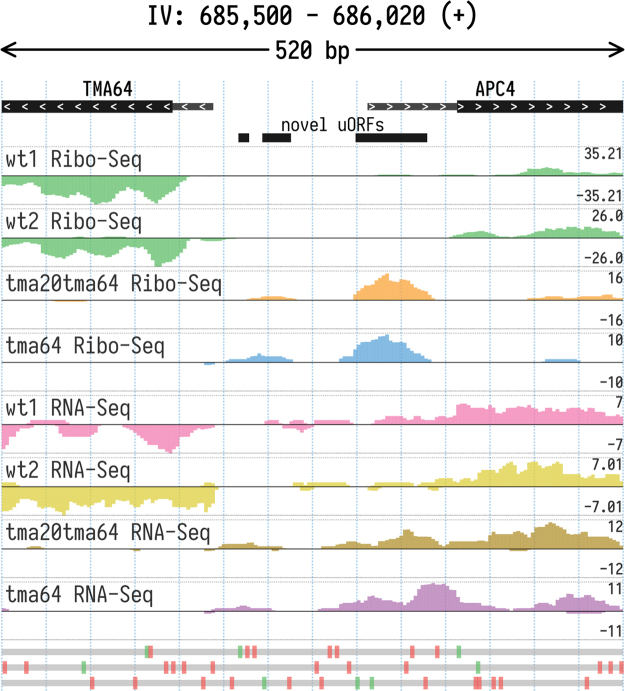
Ribo-Seq and RNA-Seq coverage of the region between the *TMA64* and *APC4* genes. Data suggests that strains with *TMA64* knockout exhibit extended 5′ UTR of APC4 gene leading to translation of novel uORFs. The Y axis tracks show total read coverage (positive and negative values correspond to the coverage of the forward and reverse complementary strands respectively).

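APC4 (YDR118W) had fewer footprints in each strain without TMA64. Its Ribo-Seq values stood at 3.32 ± 0.665 CPM (SD, n = 4 lysates) without TMA64 and at 14.9 ± 3.65 CPM (SD, n = 5) with it (exact two-sided permutation test, p = 0.00794). This is a log2 fold change of −2.18 (standard error 0.221, adjusted p = 2.37e-04 from edgeR). The ratio to lysates with TMA64 was 0.208 in YPD and 0.264 in SD. APC4 mRNA stood at 50.4 ± 2.60 CPM without TMA64 and at 46.5 ± 3.27 CPM with it (log2 fold change 0.13, adjusted p = 1.00 from edgeR; exact permutation test, p = 0.111). Translation efficiency fell from 0.321 ± 0.0807 (SD, n = 5) to 0.0657 ± 0.00990 (SD, n = 4), a log2 fold change of −2.30 (standard error 0.212, adjusted p = 6.87e-06 from edgeR). Both calls were kept in every alternative, with an adjusted p of up to 0.00854 in Ribo-Seq and 0.0169 in translation efficiency. With TMA64, wt in SD was the lowest lysate (8.56 CPM, against 15.1 for the next).

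**Figure D4:**
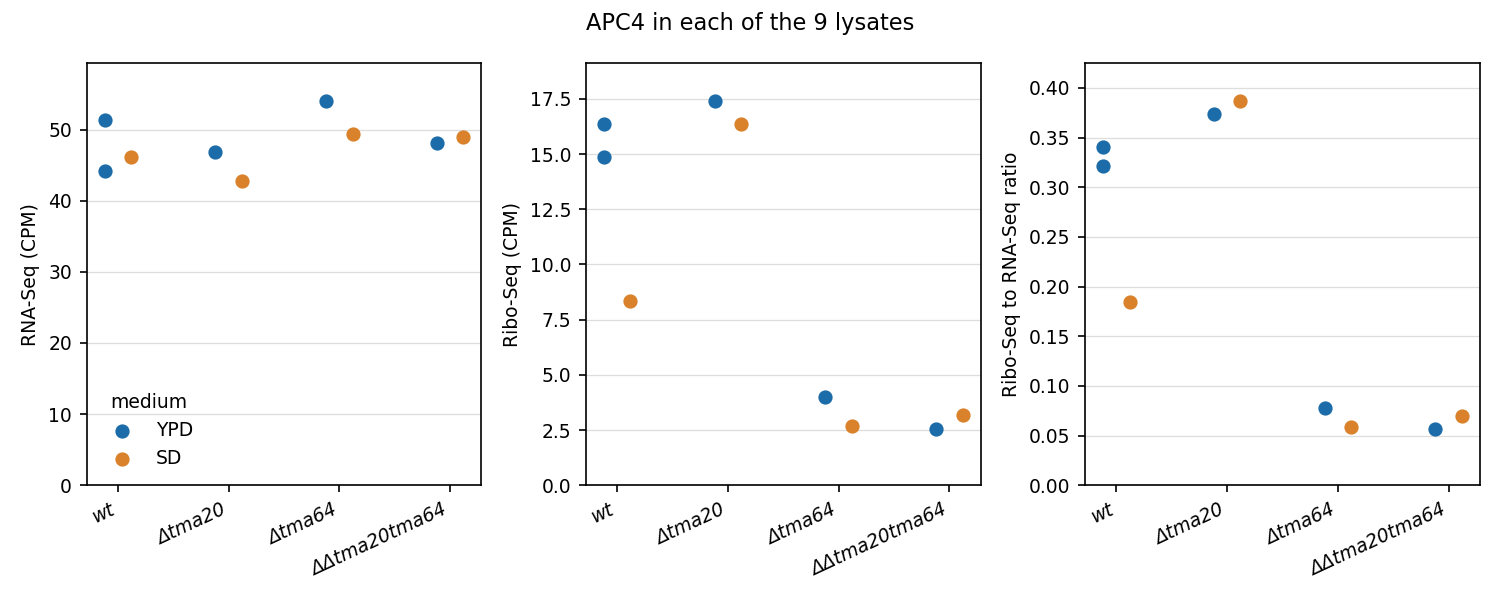
CPM of APC4 without a prior count in each lysate by strain and medium (blue, YPD; orange, SD), in RNA-Seq (left) and Ribo-Seq (middle), and their ratio (right). The 4 Ribo-Seq values without TMA64 lie below the 5 with it, and the RNA-Seq values overlap.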

In contrast to a dataset previously obtained in a study by Young et al. [2], here we present ribosome profiling data not only for double knockout yeast strains, but also for strains with individual deletions of *TMA20* and *TMA64*. This allows studying transcriptional and translational changes caused specifically by the absence of individual translation factors TMA20 (MCT-1) or TMA64 (eIF2D). 

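Single genes of glycolysis, the tricarboxylic acid cycle and nitrogen use had fewer footprints without TMA20, while most members of these lists did not pass. The gene lists were fixed before the data were examined. Of 20 genes of glycolysis and ethanol fermentation, 6 fell, none rose and 14 did not pass at an adjusted p under 0.05 from edgeR (17 lower when adjusted over the list alone; median log2 fold change −0.34). TDH3 (glyceraldehyde-3-phosphate dehydrogenase, −0.57), GPM1 (phosphoglycerate mutase, −0.49) and TPI1 (triosephosphate isomerase, −0.41) were among them. camera gave the list an adjusted p = 1.41e-10 with the preset correlation and an adjusted p = 0.270 with an estimated correlation. Of 18 genes of the tricarboxylic acid cycle, 3 fell (9 when adjusted over the list alone), PYC1 (pyruvate carboxylase, −0.48) among them (camera, adjusted p = 1.07e-04, and adjusted p = 0.270 with an estimated correlation). Of 35 genes of nitrogen catabolite repression and amino acid permeases, 5 fell and 1 rose (11 and 1 when adjusted over the list alone), with GAP1, the general amino acid permease, at −0.81 (camera, adjusted p = 1.35e-04, and adjusted p = 0.270 with an estimated correlation). Of 27 genes of sulfur amino acid synthesis, 5 fell (5 when adjusted over the list alone), with ATP sulfurylase MET3 at −1.04 (camera, adjusted p = 0.0398, and adjusted p = 0.656 with an estimated correlation). Of 25 cytosolic chaperone genes, 3 fell (7 fell and 1 rose when adjusted over the list alone), with HSP82 at −0.58 (camera, adjusted p = 0.00369, and adjusted p = 0.489 with an estimated correlation). Of 10 genes of pyrimidine synthesis, 2 fell (3 when adjusted over the list alone), with the CTP synthase URA8 at −0.55 (camera, adjusted p = 0.00449, and adjusted p = 0.489 with an estimated correlation). The calls of TDH3, GPM1, TPI1, PYC1, GAP1, MET3, HSP82 and URA8 were kept with each lysate left out in turn.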

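Of 138 genes of cytosolic ribosomal proteins, 9 had more footprints without TMA20, 1 had fewer and 128 did not pass (14 and 6 when adjusted over the list alone; median log2 fold change 0.06), with RPL22B at 0.46 (camera, adjusted p = 0.00411, and adjusted p = 0.656 with an estimated correlation). Of 37 nuclear genes of the respiratory chain, 2 rose (8 when adjusted over the list alone), the cytochrome c oxidase subunits COX8 (0.47) and COX12 (0.41; camera, adjusted p = 6.14e-04, and adjusted p = 0.656 with an estimated correlation). Of 30 initiation factor genes, 3 rose and 1 fell (3 and 1 when adjusted over the list alone), among them CDC33, the cap-binding protein eIF4E (0.43). Among 27 genes of termination, recycling and rescue, HCR1 (0.44) passed beside RLI1 and TMA20.
Of 13 elongation factor genes, 1 fell, TEF1 (−0.75), which shares reads with a near-identical copy and is uncertain. Of 35 stress response genes, 2 fell, the heat shock disaggregase HSP104 (−0.46) and NQM1 (−0.88). Single genes passed in the lists of phosphate starvation (PHO8, −0.51), zinc (INO1, −1.09), copper (FRE7), hexose transport (HXT1, −0.55), vitamins (BIO2, −0.61), the proteasome (RPT2, −0.34) and the mitochondrial genome (ATP8, −2.90). The lists of ergosterol (ERG1, −0.33, and ERG6, −0.30) and phospholipid synthesis (INO1 and OPI3, −0.39) had 2 falls each. No member passed with edgeR among 10 genes of arginine synthesis, 67 of mitochondrial ribosomal proteins, 84 of ribosome biogenesis, 20 of purine synthesis, 26 of the iron regulon and 9 of histones. The median of the iron regulon was −0.23 (camera, adjusted p = 1.56e-04, and adjusted p = 0.489 with an estimated correlation). No list passed with an estimated correlation in any of the 9 combinations of TMA20 loss, TMA64 loss and medium with the 3 measures. Between the media 1370 genes passed in Ribo-Seq, and 19 of 36 lists passed with the preset correlation but 0 with an estimated one. A list that does not pass with an estimated correlation is therefore not shown to be unchanged. RPL22B, COX8, COX12, CDC33, HCR1, TEF1, HSP104, NQM1, PHO8, INO1, HXT1, BIO2, RPT2, ERG1, ERG6, OPI3 and ATP8 each lost their call without at least 1 lysate, Δtma20 in SD for CDC33 (adjusted p = 0.0532 from edgeR, range 9.13e-06 to 0.127) and ΔΔtma20tma64 in SD for ATP8 (adjusted p = 0.496, range 0.00643 to 0.496).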

Due to cycloheximide addition to yeast culture medium before harvesting the cells, distribution of mapped reads from Ribo-Seq sets may slightly vary from data described by Young et al. According to a previous study [3], use of the inhibitor in such a fashion is likely to cause blurring of local density effects, but also strengthens Ribo-Seq signals at translation initiation sites, facilitating analysis of ribosome distribution over uORFs.

## 2 Experimental design, materials, and methods

### 2.1 Cell maintenance and cDNA libraries preparation

RNA-Seq and Ribo-Seq сDNA libraries were prepared from total RNA samples or ribosome-bound RNA samples, respectively, for both the wild-type BY4741 yeast strain and three knockout strains (with individually deleted *TMA20* or *TMA64* genes, or with a double deletion of *TMA20* and *TMA64*, hereafter referred as *wt, Δtma20, Δtma64 and ΔΔtma20tma64*, respectively). The libraries were sequenced, resulting in 9 RNA-Seq and 9 Ribo-Seq data sets. Table 1 summarizes information about all of the sequencing experiments.

The experimental procedure in general followed the ribosome profiling protocol described in [1]. Briefly, yeast cells were grown to an exponential phase in either rich YPD (1% yeast extract, 2% peptone, 2% glucose) or minimal SD (0,67% YNB w/o amino acids with ammonium sulfate, 2% glucose, complete amino acid supplementation) media. Cycloheximide was added to yeast media to a final concentration of 100 µg/ml and growth was continued for 3 more minutes; then cells were harvested by filtration, resuspended in polysome lysis buffer (20 mM Tris pH 8.0, 140 mM KCl, 1.5 mM MgCl2, 100 g/ml cycloheximide, 1% Triton), flash frozen in liquid nitrogen and homogenized by grinding. Then a portion of each cell lysate was used for total RNA isolation, while another part was treated with RNase I for polysome disassembly, applied to a sucrose gradient for fractionation, followed by isolation of a monosome fraction and extraction of ribosome-protected mRNA fragments for ribosome profiling. mRNA was isolated using Oligo(dT) beads and ribosome-bound RNA was isolated from sucrose fractions using acidic-phenol extraction. Further ribosome profiling and RNA-Seq library preparations were performed as described previously [1]. 

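Across 5966 genes the log2 CPM of WT1 and WT2 in RNA-Seq correlated with a Pearson r of 0.986 and a Spearman rho of 0.982, and across 5369 genes in Ribo-Seq with 0.990 and 0.992. These are correlations across genes, which are not independent replicates. The standard deviation of the log2 difference between both lysates was 0.358 in RNA-Seq and 0.314 in Ribo-Seq, and 2.04% and 1.75% of genes differed by more than 2-fold. A chi-square statistic of the counts, which takes account of counting error alone, was 17.8 per degree of freedom in RNA-Seq and 13.0 in Ribo-Seq. Some pairs of wt and a mutant had a smaller spread than the wt pair. In RNA-Seq these were WT2 with Δtma20 (0.334) and with Δtma64 (0.311) in YPD, and wt with Δtma20 (0.283) and with Δtma64 (0.253) in SD. In Ribo-Seq it was WT2 with Δtma64 in YPD (0.299).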

Two biological replicates indicated as WT1 and WT2 were performed for wild-type strain maintained in YPD.

### 2.2 Sequence data processing and analysis

Reads were trimmed with cutadapt v1.18 [4] and mapped to the Saccharomyces_cerevisiae.R64-1-1.90 (Ensembl) genome assembly using the respective genome annotation. The read mapping and counting were performed with STAR v2.5.3a [5]. The genomic signal plots (Fig. 1, Fig. 2, Fig. 3) were generated by the svist4get software [6] using bedGraph profiles constructed from bam alignments by samtools and bedtools [7], [8]. Transcription start site coordinates for MAT locus [9] and *GCN4*, *TMA64* and *APC4* genes [10] were used for 5’ UTR mapping in Fig. 2, Fig. 3.

## 3 Data analysis

### 3.1 Ribosome profiling of yeast strains lacking TMA20 and/or TMA64 genes

Translation factor TMA64 and homologs of its N- and C-terminal regions, TMA20 and TMA22 respectively (eIF2D, MCT-1, and DENR in mammals) are proteins involved in translation termination, re-initiation, and ribosome recycling. Initially, eIF2D and heterodimer MCT-1•DENR were assumed to provide a non-canonical translation initiation pathway as they facilitate GTP-independent delivery of Met-tRNA_i_^Met^ and some elongator tRNAs to the 40S ribosomal P-site [11], [12]. In addition, *in vitro* and *in vivo* studies demonstrated that TMA64/eIF2D, TMA20/MCT-1, and TMA22/DENR are able to promote the post-terminational tRNA and mRNA release from the 40S ribosomal subunit both in yeast and mammals [2], [13]. The absence of these factors, together with the 40S recycling failure, led to deregulated translation re-initiation downstream of both short and full-size translated open reading frames in different organisms [2], [14], [15], [16].

The C-terminal regions of TMA64/eIF2D and TMA22/DENR contain the SUI1 domain, which is also present in the translation factor SUI1/eIF1. Structural data indicate that the SUI1 domains of all three factors have similar positions in the P-site of the 40S ribosomal subunit with a conserved β-loop protruding toward a codon-anticodon duplex formed by mRNA and a P-site tRNA [17], [18]. In accordance with biochemical data, this suggests that during recycling, TMA64/eIF2D and the heterodimer TMA20•TMA22 (MCT-1•DENR) may operate in a manner similar to SUI1/eIF1 in translation initiation, or control initiator tRNA access to re-initiating ribosomal complexes after uORF translation.

Raw and analyzed Ribo-Seq and RNA-Seq data sets for wild-type, individual *Δtma20* and *Δtma64,* as well as double *ΔΔtma20tma64* knockout yeast strains were obtained and uploaded into the NCBI Gene Expression Omnibus repository (GEO accession: GSE122039, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122039). 

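TMA20 (YER007C-A, chromosome V from 166237 to 166885, reverse strand, 2 coding exons) had 0 to 16 counts in RNA-Seq and 4 to 16 in Ribo-Seq in the 4 lysates of strains without it, and 879 to 1654 and 286 to 1622 in the 5 with it. TMA64 (YDR117C) had 0 to 7 counts in RNA-Seq and 1 to 6 in Ribo-Seq where it was deleted, and 533 to 978 and 133 to 605 elsewhere. URA3, LEU2 and MET17 (MET15), deleted in BY4741, had 0 to 2 counts in every library, and HIS3, partly deleted, had 241 to 3096. In the log2 model the loss of TMA20 gave TMA20 a fold change of −7.51 in RNA-Seq and −7.07 in Ribo-Seq, and the loss of TMA64 gave TMA64 −7.95 and −8.01. TMA22, the partner of TMA20, stood at 226 ± 4.91 CPM (SD, n = 4) in Ribo-Seq without TMA20 and 212 ± 26.5 CPM (SD, n = 5) with it (exact permutation test, p = 0.349), at log2 fold changes of 0.10 in Ribo-Seq and 0.08 in RNA-Seq. Among the 5 annotated neighbours of both loci no gene passed for loss of TMA20.
In Ribo-Seq, 8 genes rose and 28 fell in Δtma20 against wt, with RLI1 at 1.36 and the spore wall protein SPS100 at −3.13. In ΔΔtma20tma64, 65 rose and 130 fell, with RLI1 at 1.41, PCL5, a cyclin that targets Gcn4 for degradation, at 1.12 and the inositol phosphate synthase INO1 at −2.06. In Δtma64, 3 fell, which were TMA64, APC4 and RTC3 (−0.94). For loss of TMA64 over both backgrounds, TMA64, APC4 and YHR218W fell. YHR218W, a subtelomeric open reading frame named after its values were seen, is uncertain, since 0% of its windows of 28 nt occur once in the genome.
In RNA-Seq with edgeR, Δtma20 and Δtma64 each differed from wt in 1 gene, the deleted one (9 and 1 with DESeq2, 26 and 34 in YPD alone), and ΔΔtma20tma64 in 4 (42 with DESeq2, 8 in YPD alone), with YOL153C (1.34) and MAL31 (1.15) beside both deleted genes. In translation efficiency 0 genes passed for Δtma20 with edgeR (310 at an unadjusted p under 0.05, 3 with DESeq2, 4 with the lysate as a block), APC4 passed for Δtma64, and 5 genes passed for ΔΔtma20tma64 (9 with the block), which were RLI1 (1.11), APC4, HOL1 (−1.25), SBH2 (−0.93) and HAC1 (−1.42), the transcription factor of the unfolded protein response.
The count of 36 in Δtma20 was 238 without wt in SD, 9 without Δtma20 in YPD and 2 without Δtma20 in SD. That of 195 in ΔΔtma20tma64 was 100 without WT2, 103 without Δtma20 in YPD, 95 without Δtma20 in SD, 105 without ΔΔtma20tma64 in YPD and 27 without ΔΔtma20tma64 in SD. The 3 genes of Δtma64 became 2 without WT1 and 6 without wt in SD, and RTC3 lost its call without Δtma64 in SD. The 3 genes of TMA64 loss became 5 without Δtma64 in SD. In RNA-Seq the 1 gene of Δtma20 became 3 without WT1 and 2 without WT2 or either Δtma64 lysate, and that of Δtma64 became 2 without WT2. In translation efficiency the 0 genes of Δtma20 became 1 without either lysate of ΔΔtma20tma64, and the 1 of Δtma64 became 2 without wt in SD and 0 without WT2 or either Δtma64 lysate. The 5 of ΔΔtma20tma64 became 11 without WT1, 2 without WT2, wt in SD or ΔΔtma20tma64 in SD, 3 without either Δtma20 lysate and 1 without ΔΔtma20tma64 in YPD. The 4 genes of ΔΔtma20tma64 in RNA-Seq became 7 without WT1, 27 without ΔΔtma20tma64 in YPD and 2 without ΔΔtma20tma64 in SD. In Ribo-Seq every lysate left out in turn kept the calls of RLI1 in Δtma20 and ΔΔtma20tma64 and of APC4 in ΔΔtma20tma64, while INO1 lost its call without ΔΔtma20tma64 in SD (adjusted p = 0.231 from edgeR, range 1.35e-09 to 0.381). SPS100 lost its call without wt in SD or Δtma20 in SD (adjusted p = 0.0570 and 0.382 from edgeR, range 0.00351 to 0.382), and PCL5 without WT1, WT2, either Δtma20 lysate or ΔΔtma20tma64 in YPD (range 3.44e-07 to 0.155).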

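The 9 RNA-Seq libraries held 14706192 to 32908029 trimmed reads (median 27521222), of which 5640903 to 11444259 mapped uniquely and were counted in a gene (median 9849680). The 9 Ribo-Seq libraries held 35341670 to 76999804 trimmed reads (median 44722333), with 1744556 to 23707742 counted (median 6614579). Uniquely mapped reads exceeded 10 M in 8 of 18 libraries, and counted reads did so in 6, of which 4 were RNA-Seq and 2 were Ribo-Seq. The lowest counts were those of Ribo-Seq of Δtma20 in SD and of wt in SD (2413254), where mitochondrial rRNA took 8.03% and 6.18% of the counted reads (median 0.807% over the Ribo-Seq libraries).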

The initial analysis revealed that they included deep RNA-Seq and Ribo-Seq data with more than 10 million uniquely mapped and counted reads within gene CDS. 

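In RNA-Seq, uniquely mapped reads made up 46.8% to 54.9% of the trimmed reads (median 51.4% of 9 libraries). In Ribo-Seq they made up 3.58% to 32.2% (median 17.2%), and multimapping reads, which were not counted, 63.8% to 91.3%.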

In general, in a half of the samples, ~50% of the total library length was composed of uniquely mapped reads. 

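Of the uniquely mapped reads, 60.1% to 80.6% were counted in RNA-Seq (median 75.7%) and 90.0% to 98.5% in Ribo-Seq (median 97.6%). Reads on no annotated gene made up 18.8% to 39.1% in RNA-Seq and 0.805% to 1.58% in Ribo-Seq. The 10 open reading frames with most counts took 7.17% to 8.40% of the counts in RNA-Seq and 12.5% to 19.2% in Ribo-Seq.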

Across all samples, 60 to 90% of them were located within annotated CDS and included in the gene counts. Metagene start- and stop-centric profiles for Ribo-Seq data exhibited clear triplet periodicity (Supplementary Fig. S1). Supplementary Table S1 provides an overview of mapped reads as well as gene-level read counts for all experiments and descriptive statistics on the generated sequencing data.

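The trimmed, uniquely mapped and counted reads that Table S1 gives were recomputed from the deposited counts of each library, and the values matched in all 18 libraries. Each table lists 7126 features, of which 6713 are open reading frames, 747 of them described as dubious in the deposited notes.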

### 3.2 Examples of data illustrating differential transcription and translation in wt and knockout strains

Two different gene cassettes, MATα and MATa, either of which can be present in the MAT locus of *S.cerevisiae* genome, define the mating type of yeast. Each mating-specific cassette encodes two transcripts directed from the opposite DNA strands by a shared bidirectional promoter: either *MATa1* and *MATa2* in a-type strains, or *MATα1* and *MATα2* in α-type strains (Fig. 1) [9]. All of the transcripts except *MATa2* encode functional proteins – transcription factors that determine mating type or diploid phenotype (reviewed in [19], [20]). While *MATa2* is considered to be non-functional [21], [22], it nevertheless contains two ORFs (Fig. 1), presumably originating from an original coding region with similarity to *MATα2* via an internal frameshift [9], [23]. The second ORF could still encode a remarkably conserved amino acid sequence with a high similarity to a portion of MATα2 [9], [24] that represents its DNA-binding domain [25], [26]. The corresponding protein (MATa2-2) could compete with MATα2 for DNA binding or even have its own transcription factor activity [27]. However, its synthesis should be inhibited by presence of the first ORF in the MATa2 mRNA, which can be regarded as an uORF for the MATa2-2 coding region. Since TMA20 and TMA64 knockout strains have an upregulated translation re-initiation and/or readthrough activities [2], [16], [28], it was interesting to illustrate our ribosome profiling data with a footprint coverage of MATa locus present in BY4741 strain derivatives. As the sequenced S288C strain is MAT*α*, Ribo-Seq and RNA-Seq reads were re-mapped to MATa locus sequence taken from GenBank (accession number V01313.1)[9]. Fig. 1 provides data on Ribo-Seq and RNA-Seq read coverage of MATa locus of the studied yeast strains. This data can be used to explain the role played by TMA20 and TMA64 translation factors in mating and sporulation programs [29], [30], [31], [32].

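Of 7 genes that only MATa cells express, 4 had fewer footprints without TMA20, none had more and 3 did not pass (5 lower when adjusted over the list alone; median log2 fold change −0.50). They were ASG7 (−0.84), the pheromone protease BAR1 (−0.58), the a-factor gene MFA1 (−0.55) and the agglutinin subunit AGA2 (−0.50). camera gave an adjusted p = 6.14e-04 with the preset correlation and an adjusted p = 0.411 with an estimated correlation. In RNA-Seq none of the 7 passed with edgeR (4 lower when adjusted over the list alone; median −0.25). Of 21 haploid-specific and pheromone response genes, 2 fell, PRM1 (−1.66), which acts in cell fusion, and AGA1 (−0.70). Among 2 genes expressed only in MATα cells and 2 transcripts of the mating-type loci, none passed (2 and 1 lower when adjusted over the list alone). Of 21 genes of meiosis and sporulation none passed in Ribo-Seq for loss of TMA20 or of TMA64, and of 39 tested in RNA-Seq none passed for either (for TMA20 loss median −0.20, camera, adjusted p = 0.00179, and adjusted p = 0.629 with an estimated correlation). No a-specific gene passed in Ribo-Seq for loss of TMA64.
ASG7 lost its call without Δtma20 in SD, Δtma64 in YPD, Δtma64 in SD or either lysate of ΔΔtma20tma64 (adjusted p from edgeR 0.00524 to 0.202 over its alternatives), and MFA1 without Δtma20 in YPD, Δtma20 in SD or Δtma64 in YPD (0.00131 to 0.117). BAR1 (0.00451 to 0.310) lost it without WT2, wt in SD, Δtma20 in SD or any lysate without TMA64, and AGA2 (0.0263 to 0.339) without WT2, either Δtma20 lysate, Δtma64 in SD or either lysate of ΔΔtma20tma64. PRM1 (0.00628 to 0.172) lost it without any of Δtma20, Δtma64 or ΔΔtma20tma64 in SD, and AGA1 (0.0160 to 0.205) without WT2, Δtma20 in YPD or any lysate without TMA64.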

Another example involves GCN4, the global transcriptional regulator, which is activated during amino acid starvation. Expression of the GCN4 mRNA is controlled by a peculiar mechanism based on differential translation re-initiation on four short uORFs in its 5’ UTR (reviewed in [33]). Fig. 2 shows the 5’ proximal region of the GCN4 transcript, with differential ribosome footprint coverage of uORFs in different strains. 

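Of 55 amino acid synthesis genes that Gcn4 activates, 1 had a lower interaction of TMA20 loss with the medium in Ribo-Seq at an adjusted p under 0.05 from edgeR, none a higher one and 54 did not pass (7 lower when adjusted over the list alone). Their median log2 difference without TMA20 was 0.098 in YPD and −0.14 in SD, and 48 of 55 interactions were negative (camera, p = 1.12e-13, and p = 0.0147 with an estimated correlation). Over both media, of 55, 1 rose without TMA20 in Ribo-Seq, HIS1 (ATP phosphoribosyltransferase of histidine synthesis, log2 fold change 0.39), none fell and 54 did not pass (4 higher and 2 lower when adjusted over the list alone; median −0.01, camera, adjusted p = 0.859). For loss of TMA64 none of the 55 passed with edgeR (median −0.07; camera, adjusted p = 0.00395, and adjusted p = 0.971 with an estimated correlation). Of 20 genes with characterized uORFs, HOL1 fell without TMA20, none rose and 19 did not pass (1 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.178). For loss of TMA64 none of these 20 passed (camera, adjusted p = 0.0863). GCN4 mRNA stood at 1888 ± 185 CPM (SD, n = 4 lysates) without TMA20 and 1697 ± 233 CPM (SD, n = 5) with it (log2 fold change 0.15, adjusted p = 0.734 from edgeR; exact permutation test, p = 0.198). The translation efficiency of GCN4 was 0.0417 ± 0.0150 without TMA20 and 0.0320 ± 0.0223 with it (log2 fold change 0.50, adjusted p = 0.738 from edgeR; exact permutation test, p = 0.341). HIS1 lost its call without any of Δtma20 in YPD, Δtma20 in SD, Δtma64 in YPD, Δtma64 in SD or ΔΔtma20tma64 in YPD (adjusted p from edgeR 7.67e-04 to 0.0804 over its alternatives).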

Our data can be used for further investigation of TMA20 and TMA64 roles in uORF-mediated translational control of stress response.

*APC4*, the gene encoding a subunit of anaphase-promoting complex, is located in the same genetic locus as *TMA64* and shares a 238-bp promoter region with it. 

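In R64, TMA64 lies on chromosome IV from 683946 to 685643 on the reverse strand and APC4 from 685882 to 687840 on the forward strand. The 238 bp between their start codons run from 685644 to 685881 and hold 4 ATG codons on the strand of APC4. These open reading frames run from 685699 to 685707 (ATGTGTTAA), from 685719 to 685742, from 685797 to 685856 and, in the same frame as the latter, from 685809 to 685856. None of them overlaps the APC4 start codon. All windows of 28 nt in APC4 and TMA64 occur once in the genome (100%).

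**Figure D5:**
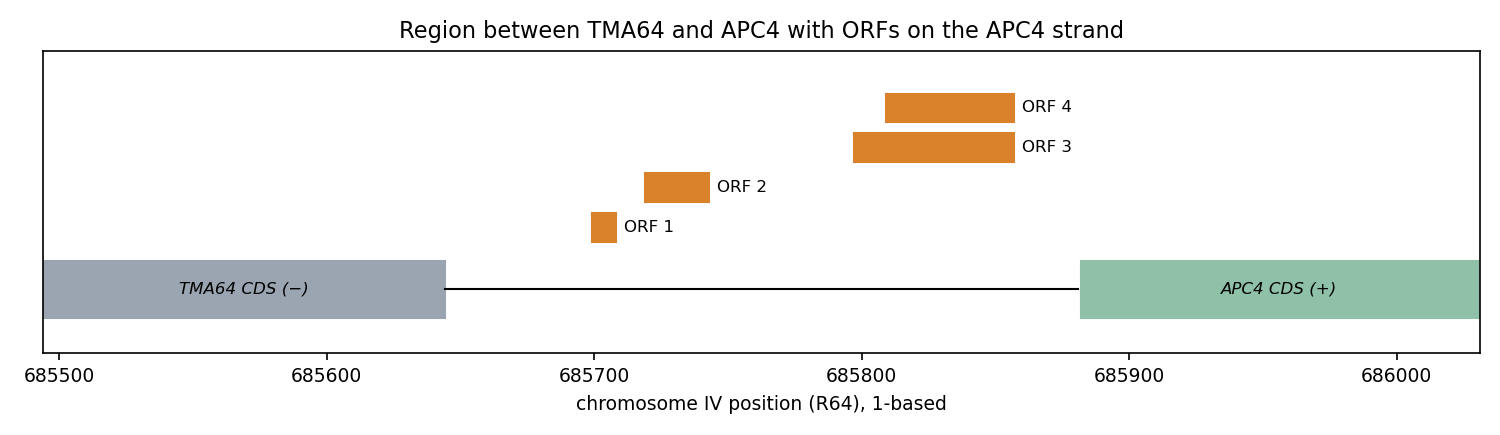
Map of the region between TMA64 and APC4 on chromosome IV of R64 (x axis, position in bp), with both coding regions and the open reading frames that start with ATG on the strand of APC4.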

The corresponding mRNAs are synthesized from opposite DNA strands. In the *Δtma64* and *ΔΔtma20tma64* strains the *TMA64* coding sequence was replaced with G-418 or hygromycin resistance gene cassettes (KanMX or HygMX), respectively. Fig. 3 shows differential RNA-Seq coverage of the 238 bp region, flanked by segments of the APC4 and TMA64 coding regions or KanMX/HygMX cassettes, in different yeast strains. This data may likely account for the observed strong genetic interactions of *TMA64* with genes involved in the cell cycle and mitotic checkpoints [34] and cell cycle abnormalities of *TMA64* knockout strains [35].

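MRPL1, the gene next to TMA64 on its other side, had 47.5 ± 8.94 CPM (SD, n = 4 lysates) in Ribo-Seq without TMA64 and 54.6 ± 14.5 CPM (SD, n = 5) with it, and did not pass (log2 fold change −0.12). VBA4, the gene that follows APC4, had 178 ± 14.4 CPM in Ribo-Seq without TMA64 and 160 ± 16.5 CPM with it, and did not pass. The ratio of Ribo-Seq to RNA-Seq on APC4 in YPD was 0.340 in WT1, 0.322 in WT2 and 0.374 in Δtma20, against 0.0781 in Δtma64 and 0.0571 in ΔΔtma20tma64. In SD it was 0.185 in wt and 0.386 in Δtma20, against 0.0583 in Δtma64 and 0.0692 in ΔΔtma20tma64. Coverage within the region was not analysed here, since the deposited counts are per gene. From the coverage in Fig. 3, the paper proposes that the 5′ UTR of APC4 is extended where TMA64 is replaced and that uORFs in it are then translated.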

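APC4 was the one member of the anaphase-promoting complex, the ubiquitin ligase that drives the exit from mitosis, that passed for loss of TMA64. Of 15 genes of its subunits and activators, 1 fell in Ribo-Seq, none rose and 14 did not pass (1 lower when adjusted over the list alone; median log2 fold change 0.02, camera, adjusted p = 0.612). In RNA-Seq none of the 15 passed with edgeR, also when adjusted over the list alone. Of 35 genes of mitotic checkpoints, cyclins and substrates of the complex, none passed for loss of TMA64 in Ribo-Seq, RNA-Seq or translation efficiency, also when adjusted over the list alone (camera in Ribo-Seq, adjusted p = 0.531). For loss of TMA20 none passed in either list in Ribo-Seq over all genes (3 genes of the complex were higher when adjusted over the list alone).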

# Supplementary material for: Translatome and transcriptome analysis of TMA20 (MCT-1) and TMA64 (eIF2D) knockout yeast strains
**Source:** Data Brief. 2019 Feb 2;23:103701. doi: 10.1016/j.dib.2019.103701
**Supplement:** Supplementary file 1 — Supplementary material

Conflict of interest declaration and author agreement form

Title of Paper:

Translatome and transcriptome analysis of TMA20 (MCT-1) and TMA64 (eIF2D) knockout yeast strains

We have no conflict of interest to declare.

This statement is to certify that all Authors have seen and approved the manuscript being submitted. We warrant that the article is the Authors' original work. We warrant that the article has not received prior publication and is not under consideration for publication elsewhere. On behalf of all Co-Authors, the corresponding Author shall bear full responsibility for the submission.

This research has not been submitted for publication nor has it been published in whole or in part elsewhere. We attest to the fact that all Authors listed on the title page have contributed significantly to the work, have read the manuscript, attest to the validity and legitimacy of the data and their interpretation, and agree to its submission to *DATA IN BRIEF*.

All authors agree that author list is correct in its content and order and that no modification to the author list can be made without the written acceptance of all authors and the formal approval of the Editor-in-Chief. All authors accept that the Editor-in-Chief's decisions over acceptance or rejection or in the event of any breach of the Principles of Ethical Publishing in *DATA IN BRIEF* being discovered, of retraction are final.

On behalf of all authors,

Sergey Dmitriev

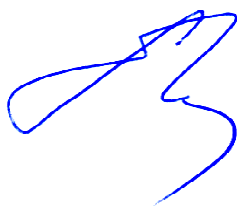

14.12.2018

How the deposited data were processed for this re-analysis (not part of the article)

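RNA-Seq and Ribo-Seq were performed on 9 lysates of yeast strains wt, Δtma20, Δtma64 and ΔΔtma20tma64 grown in YPD or SD, which gave 18 libraries. The condition of each library was taken from the sample labels and Table 1. The authors trimmed the reads with cutadapt 1.18, mapped them to the R64-1-1 assembly with the Ensembl annotation and counted uniquely mapped reads per gene with STAR 2.5.3a (versions as in the paper and the submitters' processing notes). The deposited values are raw counts of reads per gene, unstranded and for each strand, with no normalization. The column for the strand of the gene was used. The deposited table of the series holds the same counts as the 18 tables of the libraries. Multimapping reads are not in the counts, so genes with near-identical copies are undercounted and are called uncertain in the text where they are named.

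Rows that name no gene were left out of library sizes and tests. Reads on no feature made up a median of 23.6% of the uniquely mapped reads in RNA-Seq and 1.09% in Ribo-Seq. The column for the opposite strand, counted separately, came to 7.28% to 9.27% of the counts of both strands in RNA-Seq and 5.57% to 6.35% in Ribo-Seq. A read on genes that overlap on opposite strands can be in both columns. In Ribo-Seq most were such reads, since reads on no feature (up to 1.58%) or ambiguous ones (up to 0.792%) were fewer. Of 6713 open reading frames in the files, 6007 were found in the RefSeq annotation of R64 by locus tag, which gave coordinates. Windows of 28 nt, about a footprint, were counted over the genome: 5245 open reading frames had only unique windows and 294 had under 50% unique ones.

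Open reading frames were filtered with filterByExpr (minimum count 10), normalized by TMM and compared by edgeR 4.0.16 (quasi-likelihood test, robust) in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Single strains and the medium were compared in a model of strain and medium, and loss of TMA20 or TMA64 in a model of both deletions and medium. Interactions of TMA20 with TMA64 and with the medium were tested in these models with the added term. Translation efficiency was tested over both assays as the interaction with assay. Standard errors were derived from the log2 fold change and the F statistic. Single genes were also compared over 4 against 5 lysates by an exact two-sided permutation test over 126 splits, whose smallest p is 0.00794. That test takes all lysates as interchangeable, with no account of strain or medium. Lysates of the same strain thus count as replicates, and its p-values do not cover a chance difference between strains. Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, and again with an estimated one, over 36 lists per comparison. Python 3.11.15 was used for file checks, coordinates and figures.

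The named genes follow a rule set beforehand: every gene the paper names, for each comparison and assay up to 6 genes with the largest rise and 6 with the largest fall among those with an adjusted p under 0.05, an average log2 CPM of at least 3 and the same sign within each medium and background, for each gene list up to 4 members that passed, and the marker genes and neighbours of the deleted genes as label checks. Genes outside the rule are said to have been named after their values were seen. Gene lists covered amino acid, sulfur, arginine, nitrogen, carbon, nucleotide, vitamin, sterol, lipid and metal metabolism, ribosomal proteins and their assembly, translation factors, uORF genes, mating type, meiosis, the anaphase-promoting complex, checkpoints, stress, chaperones, respiration, the proteasome and histones.

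The pairing of RNA-Seq and Ribo-Seq by lysate is stated by the paper. As a check, the correlation of both assays' deviations from the strain and medium means was 0.0768 for WT1, 0.251 for WT2, 0.0735 for wt in SD, 0.122 for Δtma20, 0.107 for Δtma64 and 0.282 for ΔΔtma20tma64. Another lysate gave a higher value for WT1 (0.103), Δtma20 in SD (0.148) and both Δtma64 lysates (0.215), so this check does not single out the pairs, which rest on the paper. On counts simulated for the loss of TMA20, with 200 genes changed by known folds, edgeR recovered 80.6%, 91.0% and 100% of genes changed by 1.5, 2 and 4-fold in RNA-Seq, 77.6%, 96.9% and 100% in Ribo-Seq, and 40.3%, 79.1% and 87.9% in translation efficiency. Unchanged genes made up 3.21%, 6.74% and 5.48% of its calls. For Δtma20 against wt it recovered 64.2%, 88.1% and 95.5% in RNA-Seq, 41.8%, 92.3% and 95.4% in Ribo-Seq and 11.9%, 52.2% and 84.8% in translation efficiency, with 8.84%, 4.46% and 3.88% of its calls in unchanged genes, so the share passed the 5% of the adjusted p in 3 of these 6 tests. These counts were drawn gene by gene from edgeR's fitted dispersions, with no medium effect and no structure shared between genes. The shares therefore do not give the error rates in the real data. In a test with 3 shifted lists of 36, camera recovered 3 and called 0 others with either correlation. The simulated genes varied independently, so this test does not show how either setting performs on correlated genes.

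Alternatives set beforehand were RLE size factors, no filter on low counts, at least 10 counts in every library, non-coding rows included, YPD alone, each lysate left out in turn, DESeq2 1.42.0 and, for translation efficiency, the lysate as a block. Leaving out both lysates with under 3 M Ribo-Seq counts (wt in SD and Δtma20 in SD) was chosen after seeing the data. Coverage along transcripts, triplet periodicity and reads remapped to the MATa locus were not analysed here, because the deposited counts are per gene.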

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

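The tests of other splits of the lysates and those on the 3 patterns weighed were chosen after the results were seen, except the test on genes that Gcn4 activates, which was set before. Other splits of the 9 lysates into groups of 4 and 5 show whether groups formed by chance can give as many genes, with 100 splits drawn, the real one included and 97 or 98 fitted. If the lysates are taken as interchangeable, chance can be excluded for loss of TMA20 in Ribo-Seq (212 genes, highest other split 23, 1 split as large). TMA20 is deleted by strain, while the splits moved single lysates, so a chance difference between strains is not excluded. A split of both single mutants from the rest, which kept strains whole, called 1 gene. For RNA-Seq (5 genes, 2 of 98 splits as large, highest other 399) and translation efficiency (4 genes, 4 of 98 splits as large, highest other 34) under 5% of the splits called as many genes. That share lies under the threshold for excluding chance. The RNA-Seq count includes the deleted TMA20, and another split gave far more genes in both measures, so chance is not excluded for either count. Both highest counts came from the split of WT1, Δtma64 in SD and both lysates of ΔΔtma20tma64 from the rest. In the model of TMA64 loss the same split called 2 genes in RNA-Seq and 4 in translation efficiency. Its high counts therefore depend on the other terms of the model. The small counts of TMA20 loss in RNA-Seq and translation efficiency are no larger than this split gave in the same model. In YPD, RNA-Seq of WT1 and ΔΔtma20tma64 held 27521222 and 27945006 trimmed reads, against 14950489 in WT2, 14706192 in Δtma20 and 15876935 in Δtma64. In SD, Δtma64 and ΔΔtma20tma64 held 29187448 and 32908029, against 27765922 in wt and 22783393 in Δtma20. Whether depth made the high counts of this split was not tested. Both ΔΔtma20tma64 lysates lie on the same side of the split, so comparisons with that strain partly overlap with it. The counts of TMA64 loss are so small, the deleted gene included, that a split with a few false calls is as large, and for these counts chance cannot be excluded in RNA-Seq (1 gene, highest other 4, 7 splits as large), Ribo-Seq (3 genes, highest other 41, 13 splits as large) and translation efficiency (1 gene, highest other 4, 10 splits as large). This bears on the counts and not on TMA64 and APC4, which rest on their own tests. Chance can be excluded for SD against YPD in RNA-Seq (1549 genes, highest other 356, 1 split as large), Ribo-Seq (1370 genes, highest other 546, 1 split as large) and translation efficiency (422 genes, highest other 12, 1 split as large).

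The counts of genes in Ribo-Seq for TMA20 loss (212), ΔΔtma20tma64 (195) and Δtma20 (36), and those between the media, hold many genes that the paper does not discuss, beside TMA20, TMA64 and APC4, which it does. Nor does it discuss the translation efficiencies of RLI1 (0.93), HOL1 (−0.85), SBH2 (−0.68) and VAR1 (−4.30) without TMA20. For VAR1 the difference between the mean log2 efficiencies of the lysates was −1.74 (exact permutation test, p = 0.135), so its fall rests on the model alone.

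GCN4 footprints without TMA20 were higher in YPD and not in SD, with an interaction of −1.16. Without both shallow SD libraries the interaction was −1.17 (standard error 0.209), so the size did not come from them, though the call ended with fewer lysates. The GCN4 mRNA interaction was 0.041 (standard error 0.245), which excludes mRNA as the whole cause and not as a part of it. In translation efficiency the interaction with the medium passed for 0 genes with edgeR, and so not for GCN4. If Gcn4 were more active in YPD without TMA20, the genes it activates should show the same sign. Their median interaction was −0.28 (standard error 0.0475, bootstrap over genes), with 48 of 55 below 0. All of these genes share the same lysates, so this standard error leaves out the spread between lysates. At an adjusted p under 0.05, 1 gene was lower, and 7 when adjusted over the list alone (camera, p = 1.12e-13, and p = 0.0147 with an estimated correlation). The median differences of these genes were smaller in YPD (0.098) than in SD (−0.14), so more of the interaction came from lower values in SD than from higher ones in YPD. Whether Gcn4 is more active in YPD without TMA20 stays open, on 1 lysate per strain and medium.

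RLI1 footprints were higher without TMA20 in each strain and medium. RLI1 mRNA had a difference of 0.30 (standard error 0.0894), too small to carry the rise in footprints, its windows are unique in the genome (100%), and without both shallow libraries the difference was 1.25 (standard error 0.103). A change in the translation of RLI1, whose product acts in the same process as Tma20, is a hypothesis found and tested on the same data, and its translation efficiency call depends on single lysates.

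APC4 footprints were lower without TMA64. APC4 mRNA had a difference of 0.13 (standard error 0.0839), so that fewer mRNA reads on the gene are excluded as the cause. Counts per gene cannot separate the usual transcript from a longer one. The gene on the other side of the cassette, MRPL1, had a difference of −0.12 (standard error 0.0982), so that a loss shared around the cassette is excluded. From coverage in Fig. 3, the paper proposes an extended 5′ UTR of APC4 where TMA64 is replaced, which these counts do not test. By counts alone, the absence of the Tma64 protein and the cassette at its locus cannot be told apart, because 0 lysates lacked the protein without a cassette.

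Loss of TMA20 acted differently with and without TMA64 on 8 genes in Ribo-Seq, with log2 interactions from edgeR of 0.93 for TPS1, 1.51 for SPI1, 0.96 for STF2, 1.36 for RTC3, 0.99 for NNR2, 1.07 for PLN1, 1.02 for WHI2 and 1.71 for GRE1. The count was 3 without WT1, WT2, Δtma20 in SD or Δtma64 in SD, 145 without wt in SD, 34 without ΔΔtma20tma64 in YPD, and 0 without Δtma20 in YPD or ΔΔtma20tma64 in SD. In RNA-Seq 0 genes passed with edgeR (109 at an unadjusted p under 0.05, 0 with DESeq2) and in translation efficiency 0 (236, and 0 with DESeq2). Loss of TMA20 acted differently in both media on 6 genes, GCN4 and YHR033W (3.60), CWP1 (1.16), PHO84 (−1.62), ARG1 (−1.24) and ENB1 (−1.20), of which ARG1 is a target of Gcn4. The count was 10 without WT1, 15 without Δtma20 in SD, 46 without Δtma64 in YPD, 1 without ΔΔtma20tma64 in SD and 0 without Δtma20 in YPD, Δtma64 in SD or ΔΔtma20tma64 in YPD. In RNA-Seq 0 genes passed (130 at an unadjusted p under 0.05, 2 with DESeq2) and in translation efficiency 0 (124, and 1 with DESeq2).

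Of 48 groups of 4 or 5 lysates, 3 held a lysate far from the others, where chance gives 2.4. They were APC4 in wt in SD among lysates with TMA64 (8.56 CPM in Ribo-Seq, with the next at 15.1 and the highest at 17.6, and a translation efficiency of 0.185, with the next at 0.322) and TMA22 in WT1 (173 CPM in Ribo-Seq, with the next at 222 and the highest at 245).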

How the results depend on the processing

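The direction of every named gene that passed was kept in all 6514 alternative values, and 5389 of them kept the call, while 1125 lost it (827 of these with 1 lysate left out, 194 of them without both shallow lysates and 60 in YPD alone). The genes with the largest changes were named only if their sign was the same within each medium and background, which favours a kept direction. The counts of genes depended on the lysates more than on scaling or filters. Among the genes the paper names, 49 of 514 values that did not pass changed sign, and no value that passed did. No paired analysis was possible within an assay because only wt in YPD has replicate numbers. The lysate as a block in translation efficiency gave 4 genes for Δtma20 (main 0), 9 for ΔΔtma20tma64 (5) and 1 for TMA20 by medium (0), and changed no count for the other comparisons by more than 1.5 times. The filter of at least 10 counts in every library removes the deleted genes themselves.

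RLE gave 2 genes for Δtma20 in RNA-Seq (main 1). No filter gave 2 there, 60 for Δtma20 in Ribo-Seq (36) and 20 for TMA20 by TMA64 in Ribo-Seq (8). At least 10 counts in every library gave 0 for Δtma20, Δtma64 and TMA64 loss in RNA-Seq (1 each), 2 for ΔΔtma20tma64 (4) and TMA20 loss (5) in RNA-Seq, 1 for TMA64 loss in Ribo-Seq (3) and 1 for TMA20 loss in translation efficiency (4). Non-coding features included gave 10 for TMA64 loss (3), 2 for TMA20 by TMA64 (8) and 2 for TMA20 by medium (6) in Ribo-Seq, and 1 for TMA20 loss (4) and 5 for TMA64 loss (1) in translation efficiency.

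YPD alone gave in RNA-Seq 26 for Δtma20 (1), 34 for Δtma64 (1), 8 for ΔΔtma20tma64 (4), 1 for TMA20 loss (5) and 25 for TMA20 by TMA64 (0). In Ribo-Seq it gave 234 for Δtma20 (36), 30 for Δtma64 (3), 42 for TMA20 loss (212) and 80 for TMA20 by TMA64 (8), and in translation efficiency 4 for Δtma20 (0), 4 for Δtma64 (1), 0 for TMA20 loss (4) and 3 for TMA20 by TMA64 (0). Leaving out both shallow lysates, chosen after seeing the data, gave 2 for ΔΔtma20tma64 (4) and 606 for the medium (1549) in RNA-Seq. In Ribo-Seq it gave 104 for Δtma20 (36), 5 for Δtma64 (3), 682 for the medium (1370), 102 for TMA20 loss (212) and 72 for TMA20 by TMA64 (8), and in translation efficiency 0 for ΔΔtma20tma64 (5), 65 for the medium (422) and 0 for TMA20 loss (4). DESeq2 gave in RNA-Seq 9 for Δtma20 (1), 42 for ΔΔtma20tma64 (4), 52 for TMA20 loss (5) and 2 for TMA20 by medium (0). In Ribo-Seq it gave 101 for Δtma20 (36), 8 for Δtma64 (3), 6 for TMA64 loss (3), 28 for TMA20 by TMA64 (8) and 16 for TMA20 by medium (6), and in translation efficiency 3 for Δtma20 (0), 13 for ΔΔtma20tma64 (5), 14 for TMA20 loss (4), 2 for TMA64 loss (1) and 1 for TMA20 by medium (0).

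With each lysate left out in turn, RNA-Seq counts were 1 to 3 for Δtma20, 1 to 2 for Δtma64, 2 to 27 for ΔΔtma20tma64, 848 to 1975 for the medium, 3 to 11 for TMA20 loss, 0 to 1 for TMA20 by TMA64 and 0 to 2 for TMA20 by medium. Ribo-Seq counts were 2 to 238 for Δtma20, 2 to 6 for Δtma64, 27 to 173 for ΔΔtma20tma64, 56 to 272 for TMA20 loss, 3 to 5 for TMA64 loss, 0 to 145 for TMA20 by TMA64 and 0 to 46 for TMA20 by medium. Translation efficiency counts were 0 to 1 for Δtma20, 0 to 2 for Δtma64, 1 to 11 for ΔΔtma20tma64, 144 to 561 for the medium, 0 to 7 for TMA20 loss, 1 to 2 for TMA64 loss and 0 to 2 for TMA20 by medium.

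HMRA1 in RNA-Seq without TMA20 was −0.11 in YPD alone (main 0.02) and −0.074 to 0.11 with lysates left out, and the TMA20 by medium interaction of GCN4 in RNA-Seq was −0.16 to 0.20 (main 0.04), none of them called. GCN4 in Ribo-Seq without TMA20 (main 0.65, not called) was called in YPD alone (1.16), by DESeq2 (0.66) and without ΔΔtma20tma64 in SD (0.86), and was 0.50 to 0.86 with lysates left out. Genes at most 100 nt after a stop codon gave −0.0822 for TMA20 loss and 0.0216 for TMA64 loss, of opposite sign to 2.23e-04 and −0.00850 with 200 nt. With an estimated correlation 0 gene lists passed in each of 9 tests (preset 7, 6 and 15 for TMA20 loss, TMA64 loss and the medium in RNA-Seq, 11, 8 and 19 in Ribo-Seq, 8, 8 and 10 in translation efficiency). Correlations of independent estimates with at least 50 counts were, for TMA20 loss, −0.187 (RNA-Seq, YPD), 0.491 (RNA-Seq, SD) and 0.390 (Ribo-Seq, SD), and for TMA64 loss −0.296 and 0.333 in RNA-Seq and −0.381 and 0.323 in Ribo-Seq (YPD and SD). For pairs across both media and backgrounds and TMA20 loss they were 0.0652 (main 0.178) and 0.268 (main 0.209) in Ribo-Seq and 0.297 and 0.304 in RNA-Seq, and for TMA64 loss −0.176 and −0.0723 (main 0.0482, of opposite sign) in Ribo-Seq and −0.197 and 0.182 in RNA-Seq. For pairs of the same background in YPD and SD (wt, then single deletion) they were 0.289 and 0.543 in Ribo-Seq and 0.196 and 0.0880 (main 0.159) in RNA-Seq for TMA20 loss, and 0.0165 and 0.363 (main 0.246) in Ribo-Seq and −0.426 (main −0.295) and −0.114 in RNA-Seq for TMA64 loss.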

Differences from the paper's values

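The paper says that its data sets included data with more than 10 M uniquely mapped and counted reads within coding regions, which it does not state for every library. Of 18 libraries 6 exceeded 10 M, and the lowest held 1.74 M counted reads (Ribo-Seq of Δtma20 in SD), so the values differ only if the sentence is read as a minimum. None of the alternatives set before the data were examined bears on this value, since it is read from the deposited counts. The paper also gives a range for the share of uniquely mapped reads that were counted, and 8 of 18 libraries, all of them Ribo-Seq, lay above its upper end, at up to 98.5%. The counted reads of all 18 libraries in Table S1 equal those of the deposited counts.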

Other observations

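The test on the mRNA of genes with changed footprints was set before the results, and those on genes after a stop codon and on reads outside genes were chosen after. SD and YPD differed in the footprints of 1370 of 5369 genes (766 higher and 604 lower in SD, edgeR, adjusted p under 0.05), a comparison of media that the paper does not make. With 1 lysate left out the count was 943 to 1287, and it was lower still without both shallow SD lysates. Of 26 genes of the iron regulon 22 fell and 1 rose (22 and 1 when adjusted over the list alone), with the mannoprotein genes FIT1 (log2 fold change −8.53) and FIT3 (−8.37) lowest (camera, adjusted p = 7.62e-15, and adjusted p = 0.299 with an estimated correlation). Of 19 genes of phosphate starvation 16 fell, with the transporter PHO84 at −7.04 (camera, adjusted p = 9.72e-15, and adjusted p = 0.0854 with an estimated correlation). Of 20 genes of purine and one-carbon synthesis 16 fell, with ADE17 at −2.75. Of 27 genes of sulfur amino acid synthesis 21 rose, with the sulfate permease SUL1 at 3.21 (camera, adjusted p = 4.80e-13, and adjusted p = 0.299 with an estimated correlation), and of 10 of arginine synthesis 8 rose, with ARG1 at 2.65. All 7 tested genes of the mitochondrial genome rose, with COX1 at 5.20, and mitochondrial rRNA, left out of these counts, also took more of the counted reads in SD (2.34% to 8.03%) than in YPD (0.173% to 0.807%). Of 35 stress genes 18 rose and 2 fell, with GRE1 at 4.92, and of 84 genes of ribosome biogenesis 37 rose, while of 67 mitochondrial ribosomal protein genes 34 fell. GCN4 footprints rose by 1.00.

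RNA-Seq differed between the media in 1549 of 5966 genes (842 higher and 707 lower in SD) and translation efficiency in 422 of 5935 (273 higher and 149 lower). Translation efficiency rose in SD for 14 of 35 stress genes and 11 of 27 sulfur genes, and fell for 29 of 138 ribosomal protein genes with 1 higher. The RNA-Seq count was 848 without Δtma20 in YPD, 849 without Δtma20 in SD, 982 without ΔΔtma20tma64 in YPD and 1006 without ΔΔtma20tma64 in SD. That of translation efficiency was 230 without WT2, 255 without wt in SD, 144 without Δtma20 in YPD, 146 without Δtma20 in SD, 260 without Δtma64 in YPD, 263 without Δtma64 in SD, 249 without ΔΔtma20tma64 in YPD and 245 without ΔΔtma20tma64 in SD.

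The 212 genes with changed footprints without TMA20 were compared with their mRNA. Of 210 of them tested also in RNA-Seq, TMA20 left out, 193 had an mRNA difference of the same sign, with a median of 0.19 against 0.48 in footprints, a ratio of 0.392 (bootstrap over genes, 95% interval 0.331 to 0.436, standard error 0.0278). The prediction set beforehand took a ratio under 0.5 to exclude mRNA as the whole cause, but these genes were chosen by their footprint change, which enlarges the footprint median alone and lowers the ratio. How much of the footprint changes comes from mRNA therefore stays open.

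Genes that begin shortly after a stop codon on the same strand could gain footprints if 40S subunits stayed on mRNA without TMA20. The median log2 ratio of 162 such genes against 5149 others differed by 2.23e-04 between lysates without and with TMA20 (standard error 0.0399; exact permutation test, p = 0.984), so no gain was seen in the median. No table shows which of these genes share a transcript with the gene before them, so whether such subunits initiate at some of them stays open. Ribo-Seq reads outside annotated genes differed in their share of uniquely mapped reads by 0.102 percentage points between lysates without and with TMA20 (standard error 0.176; exact permutation test, p = 0.603), which leaves open whether ribosomes past stop codons add to them.

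The effect of TMA20 loss was estimated in pairs of lysates that share none. Across genes the estimates from both backgrounds correlated with r = 0.278 in YPD and 0.326 in SD in Ribo-Seq, and −0.0518 and 0.466 in RNA-Seq. For TMA64 loss r was −0.134 and 0.194 in Ribo-Seq, and −0.145 and 0.283 in RNA-Seq. Pairs across both media and backgrounds gave 0.178 and 0.209 in Ribo-Seq and 0.269 and 0.285 in RNA-Seq for TMA20 loss, and −0.0817 and 0.0482 in Ribo-Seq and −0.179 and 0.0698 in RNA-Seq for TMA64 loss. Pairs of the same background in YPD and SD gave, with the wt and the single-deletion background, 0.231 and 0.461 in Ribo-Seq and 0.206 and 0.159 in RNA-Seq for TMA20 loss, and 0.00501 and 0.246 in Ribo-Seq and −0.295 and −0.113 in RNA-Seq for TMA64 loss. These are correlations across genes and carry no p-value.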
